A study of Mus musculus with 12 samples.

How the data were processed

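Gene expression was measured by RNA sequencing in mouse bone-marrow-derived macrophages and in osteoclasts, the bone-resorbing cells obtained from such macrophages with RANKL, each with or without lipopolysaccharide (LPS, a component of the bacterial outer membrane). The 12 libraries formed 4 groups of 3, taken from the sample titles. Per the labels' protocols, marrow cells of wild-type mice were expanded with a source of M-CSF, and LPS was given at 100 ng/mL for 3 h on day 5. The labels give RANKL as a range in the protocol and as 100 ng/mL in the sample source. Per the labels, libraries were made with the NEBNext Ultra RNA kit. The labels name no aligner, read counter, genome build, annotation or normalization.

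The authors deposited FPKM values (fragments per kilobase of gene, scaled by a denominator per library) for 54532 Ensembl mouse genes in the 12 libraries. The deposited FPKM columns had sums between 255852 and 408994. Values of a library were, for most genes, whole multiples of a step per gene, within a tolerance of 0.02 for a whole read. Whole reads were so recovered for 25784 of the 25854 genes above 0, or 99.7%, and 70 gave none. Gene lengths implied by the steps matched the merged exons of GENCODE release M21 on build GRCm38 for 96.8% of the genes above 0. The denominators departed by at most 0.0001% from the product of median-of-ratios size factors and the geometric mean of the read totals. The values were therefore taken as scaled to the typical gene and not to the read total, which is inferred from the values and stated in no label. A change is thus relative to the typical gene. Build and annotation are inferred in the same way.

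Genes with at least 1 FPKM in at least 3 of the 12 libraries were tested, which left 11335. The test was limma 3.58.1 in R 4.3.3 (lmFit, contrasts.fit and eBayes with a variance trend) on log2(FPKM + 1), with all 12 libraries in 1 fit of 4 group means. The contrasts were the LPS effect in each cell type, osteoclast against macrophage without and with LPS, and the interaction, which is the LPS effect in osteoclasts minus that in macrophages. Tests were two-sided, p-values were adjusted by Benjamini-Hochberg over the genes tested, and genes with an adjusted p under 0.05 were called. Log2 differences are on the log2(FPKM + 1) scale, which understates the change of low genes. Pearson and Spearman correlations and the slope through the origin compared the LPS effects across genes, with no p.

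The contrasts, the tests, 10 gene lists, the rule for named genes and the alternatives were chosen before the data were examined, except where stated. Lists were tested with limma's camera at its preset correlation of 0.01, adjusted over 50 tests. Cd14, Il1b and Atp6v0d2 are each in a pair of lists, and the glycolysis list has 14 entries for 13 symbols. The rule named, for each LPS effect, the untreated cell type contrast and the interaction, the 4 highest and 4 lowest log2 differences among called genes with a mean of at least 1 FPKM and, for contrasts of 2 groups, no overlap between their libraries. Any gene of the lists could also be named, and which of them to name was decided after their values were seen. A gene that the rule named is not reported here.

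The alternatives were a pseudocount of 0.1, no filter, a mean of at least 5 FPKM, protein-coding genes only, rescaling to TPM, quantile normalization, median-ratio scaling, only the groups compared, the replicate number as a block, no variance trend, library weights, each library left out in turn, and, for lists, fry and camera with an estimated correlation. Median-ratio scaling repeats the scaling inferred for the deposited values, so it could change little and is no independent check. Limma's voom on the recovered reads, with the deposited denominators as library sizes, was chosen after seeing the data. The direction of a list was its mean log2 difference minus that of the other genes. After reversals by this measure had been seen, medians were put in its place, and the mean was then restored because it had been in use first. Of 1290 comparisons of a list with an alternative, 26 reversed by means and 46 by medians, and the direction by medians is given as an alternative.

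The steps were tested on simulated data with 3 libraries per group. Of 188 genes changed in macrophages among 10517 tested, 98.4% were called, and 5.13% of the calls were false. For the interaction, 92.8% of 97 changed genes were called. In a separate simulation the glycolysis list was raised in both osteoclast groups. It was called in the 2 cell type contrasts, and 0 of the unshifted list tests were called. Genes were drawn independently, so the effect of correlation between genes of a list was not tested. A group was at the floor where each of its libraries held 3 reads or fewer, and a fold against such a group is a lower bound computed from the floor. Floors cover counting error only. Gene positions are those of GENCODE M21 on GRCm38. The use of strand in counting is not stated, so values of genes that share exon sequence with a gene on the opposite strand are uncertain. Among the genes named in the results these include Acp5, Cebpa, Cx3cr1, Cxcl10, Il1a, Il1b, Irak4, Lyl1, Myd88 and Plk3. Ticam2 shares exon sequence with Tmed7 on the same strand, so its values are uncertain whether or not strand was used. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.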

Results

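RNA was sequenced from macrophages and osteoclasts without LPS and after 3 h of LPS, with 3 libraries in each of the 4 groups. Untreated macrophage replicates 1 to 3 held 18480402, 19051819 and 17892959 assigned reads. LPS-treated macrophage replicates held 15945673, 18379735 and 17598227 assigned reads. Untreated osteoclast replicates held 17826523, 16465413 and 16596129 assigned reads, and LPS-treated osteoclast replicates held 20281443, 15651759 and 18109444. Between 9728 and 10301 genes per library reached 1 FPKM. Replicates differed by more than sampling noise, with a chi-square per degree of freedom between 2.62 and 12.6, the highest for LPS-treated osteoclast replicates 1 and 2. Mitochondrial genes took 1.57% of reads in untreated macrophages and 5.59% in untreated osteoclasts. The first principal component held 71.1% of the variance and the second 24.7%.

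**Figure D1:**
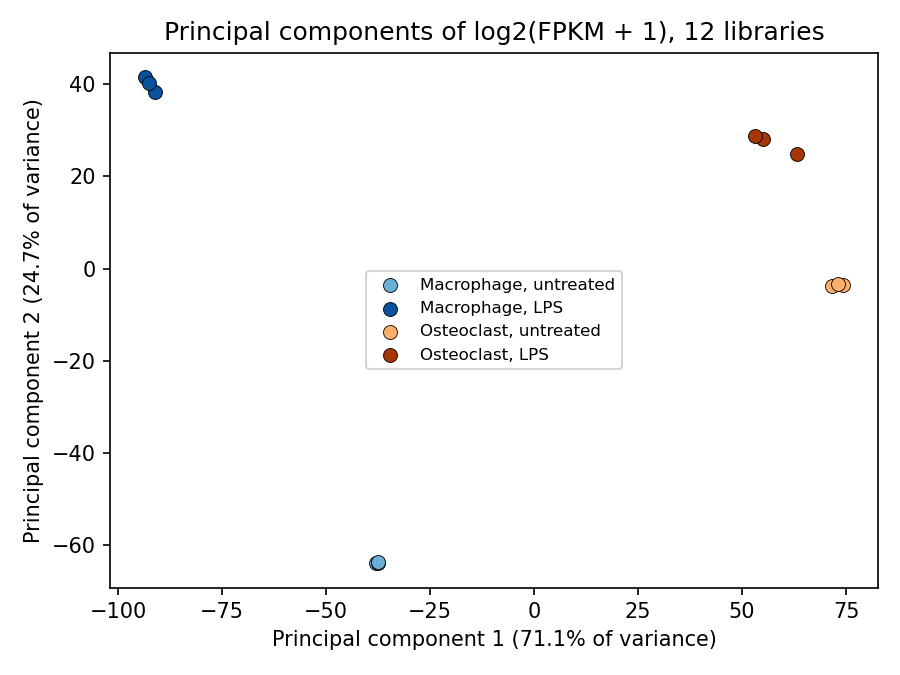
Principal components 1 (71.1% of variance) and 2 (24.7% of variance) of log2(FPKM + 1) over the genes tested, with 1 point per library coloured by group. Macrophages and osteoclasts lie apart on component 1, and untreated and LPS-treated libraries lie apart on component 2.

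Osteoclasts were compared with macrophages without LPS to check the cell type labels and to give the baseline. Limma called 8822 of 11335 genes, 4401 higher and 4421 lower in osteoclasts, and 3135 of the calls differed by at least 1 on the log2 scale. The libraries of the groups did not overlap for 81.4% of genes, where chance gives 10%. The count moved most at a mean of at least 5 FPKM, where fewer genes were tested and 5427 were called. Higher genes made up 49.9% of the calls as deposited and 29.9% after rescaling to TPM, which moved the median log2 difference of all genes to -0.38. Ctsk (ENSMUSG00000028111, chromosome 3, 95499256 to 95509362) was at 1.43 ± 1.08 FPKM in macrophages and 15541 ± 329.9 FPKM in osteoclasts (SD, n = 3), a log2 difference of 12.73 (SE 0.23, adjusted p 2.83e-13). Acp5 (ENSMUSG00000001348, chromosome 9, 22126727 to 22135711), which shares exon sequence with an antisense gene, was at 0.950 ± 0.700 and 5988 ± 190.1 FPKM (SD, n = 3), a log2 difference of 11.64 (SE 0.19, adjusted p 1.68e-13). Mmp9 (ENSMUSG00000017737, chromosome 2, 164940780 to 164955850) had a log2 difference of 10.94 (SE 0.09, adjusted p 3.44e-16). Mt3 (ENSMUSG00000031760, chromosome 8, 94152607 to 94154146) was at the floor in macrophages and at 384 ± 12.2 FPKM in osteoclasts (SD, n = 3), at least 3137-fold higher. Fcrls (ENSMUSG00000015852, chromosome 3, 87250758 to 87263738) was at 246 ± 8.68 FPKM in macrophages (SD, n = 3) and at the floor in osteoclasts, at least 3335-fold lower. The log2 difference was -6.60 (SE 0.09, adjusted p 3.57e-14) for Cx3cr1 (ENSMUSG00000052336, chromosome 9, 119901616 to 120069879), -6.37 (SE 0.16, adjusted p 4.75e-12) for Mrc1 (ENSMUSG00000026712, chromosome 2, 14229392 to 14332057) and -6.27 (SE 0.07, adjusted p 4.98e-15) for Hpgd (ENSMUSG00000031613, chromosome 8, 56294585 to 56321043).

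The LPS effect in macrophages was the first LPS contrast of the design. Limma called 7921 genes, 4168 higher and 3753 lower, of which 1365 were raised and 718 lowered by at least 1 on the log2 scale. The count lowered by at least 1 was 2808 after rescaling to TPM, 1338 with a pseudocount of 0.1 and 1399 in voom. The libraries did not overlap for 74.0% of genes, against 10% by chance. Higher genes made up 52.6% of the calls as deposited, 18.5% after rescaling to TPM and 37.0% after quantile normalization, with median log2 differences of all genes of -0.55 and -0.14 under the last 2. The direction of small changes therefore depended on the scaling. Ccl5 (ENSMUSG00000035042, chromosome 11, 83525778 to 83530518) rose from 0.153 ± 0.142 to 1677 ± 58.5 FPKM (SD, n = 3), a log2 difference of 10.51 (SE 0.17, adjusted p 2.10e-13). Cxcl10 (ENSMUSG00000034855, chromosome 5, 92346638 to 92348889) rose from 2.69 ± 0.905 to 4649 ± 135 FPKM (SD, n = 3), a log2 difference of 10.33 (SE 0.22, adjusted p 1.81e-12). Acod1 (ENSMUSG00000022126, chromosome 14, 103046977 to 103056573) and Ifit1 (ENSMUSG00000034459, chromosome 19, 34640871 to 34650009) had log2 differences of 10.19 (SE 0.15, adjusted p 1.30e-13) and 9.69 (SE 0.19, adjusted p 8.30e-13). Dusp6 (ENSMUSG00000019960, chromosome 10, 99263231 to 99267489) fell from 68.9 ± 5.23 to 1.64 ± 0.136 FPKM (SD, n = 3), a log2 difference of -4.73 (SE 0.07, adjusted p 1.20e-13). The log2 difference was -4.66 (SE 0.08, adjusted p 4.17e-13) for Lyl1 (ENSMUSG00000034041, chromosome 8, 84701457 to 84704715), -4.49 (SE 0.11, adjusted p 5.30e-12) for Cd300lb (ENSMUSG00000063193, chromosome 11, 114922781 to 114934386) and -4.27 (SE 0.08, adjusted p 6.43e-13) for Id1 (ENSMUSG00000042745, chromosome 2, 152736251 to 152737410).

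The LPS effect in osteoclasts was the other LPS contrast. Limma called 2008 genes, 1261 higher and 747 lower, of which 242 were raised and 19 lowered by at least 1 on the log2 scale. The count lowered by at least 1 was 53 after rescaling to TPM, 79 with a pseudocount of 0.1 and 101 in voom, and the count raised was 319 after rescaling to TPM, 419 with a pseudocount of 0.1 and 448 in voom. The libraries did not overlap for 34.0% of genes, against 10% by chance. Higher genes made up 62.8% of the calls as deposited, 43.5% after rescaling to TPM and 38.5% after quantile normalization. Cxcl10 rose from 0.517 ± 0.274 to 214 ± 63.6 FPKM (SD, n = 3), a log2 difference of 7.11 (SE 0.22, adjusted p 1.57e-09). Acod1, Rsad2 (ENSMUSG00000020641, chromosome 12, 26442746 to 26456452) and Ifit1 had log2 differences of 6.95 (SE 0.15, adjusted p 1.79e-10), 6.41 (SE 0.17, adjusted p 6.35e-10) and 6.30 (SE 0.19, adjusted p 1.23e-09). Ccl5 was at the floor without LPS and at least 486-fold higher with it. Cebpa (ENSMUSG00000034957, chromosome 7, 35119293 to 35121928) fell from 10.7 ± 0.797 to 2.00 ± 0.248 FPKM (SD, n = 3), a log2 difference of -1.97 (SE 0.09, adjusted p 2.01e-08). The rule also named 2 short RNAs with few reads. Mir378b (ENSMUSG00000092985, chromosome 11, 88352773 to 88352864) had 19 reads over the untreated and 1 over the LPS-treated libraries, at least 2.17-fold lower. Snord98 (ENSMUSG00000080469, chromosome 10, 62765576 to 62765640) had 7 and 0 reads, with both groups at the floor, and lost its call in each of the 6 fits that left out an osteoclast library.

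The interaction tested whether the LPS effect differed between the cell types. Limma called 6413 genes, 3012 above 0 and 3401 below 0. Genes above 0 made up 47.0% of the calls as deposited, 82.0% after rescaling to TPM, where the median gene was at 0.51, and 59.9% after quantile normalization. Of the 1365 genes raised by at least 1 in macrophages, 231 were raised by at least 1 in osteoclasts, and 1336 (97.9%) had a called interaction below 0. That share was 91.3% after rescaling to TPM, 91.0% with a pseudocount of 0.1 and 84.1% in voom. Of the 718 genes lowered by at least 1 in macrophages, 702 had a called interaction above 0. Of 242 genes raised by at least 1 in osteoclasts, 217 had a called interaction below 0 and 9 one above 0. Of 1799 genes called in both LPS effects, 1615 (89.8%) had the same direction. Of the 184 with opposite directions, 2 had both effects of at least 1, Snord98 and Mir1907, short RNAs; Mir1907 was chosen after its values were seen. Over the 8130 genes called in either cell type, the LPS effects had a Pearson r of 0.740, a Spearman rho of 0.605 and a slope of 0.277 across genes, which are not independent replicates.

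On the log2(FPKM + 1) scale, the highest interactions were 4.04 (SE 0.12, adjusted p 1.33e-10) for Lyl1, 4.03 (SE 0.10, adjusted p 3.57e-11) for Dusp6, 3.73 (SE 0.09, adjusted p 4.53e-11) for Plk3 (ENSMUSG00000028680, chromosome 4, 117128655 to 117133963) and 3.62 (SE 0.13, adjusted p 7.25e-10) for 1700017B05Rik (ENSMUSG00000032300, chromosome 9, 57253117 to 57262612). Lyl1 was at the floor in LPS-treated osteoclasts, at least 6.83-fold lower than without LPS, so that its LPS effect there is a bound. As a log2 ratio of means, the interaction of Lyl1 was at most 3.26, under the 4.81 of Plk3, 4.63 of Dusp6 and 4.38 of 1700017B05Rik. Lyl1 and Plk3 share exon sequence with genes on the opposite strand, which leaves their values uncertain. The lowest on the log2(FPKM + 1) scale was -6.96 (SE 0.18, adjusted p 4.86e-11) for Il1b (ENSMUSG00000027398, chromosome 2, 129364570 to 129371139), which reached 738 ± 18.7 FPKM in LPS-treated macrophages and 4.14 ± 1.21 FPKM in LPS-treated osteoclasts (SD, n = 3). Il1b was at the floor in untreated osteoclasts and at least 45.9-fold higher with LPS. Il1a had 12 reads over the untreated macrophage and 8 over the untreated osteoclast libraries, so its ratio of means is uncertain. As a log2 ratio of means the interaction of Il1b was -6.40 or nearer 0, and that of Il1a was -6.86, so the order of the 2 depended on the pseudocount. On the log2(FPKM + 1) scale it was -6.56 (SE 0.17, adjusted p 5.32e-11) for Il1a (ENSMUSG00000027399, chromosome 2, 129299610 to 129309972), -5.25 (SE 0.12, adjusted p 2.31e-11) for Il1rn (ENSMUSG00000026981, chromosome 2, 24336853 to 24351494) and -5.24 (SE 0.14, adjusted p 8.22e-11) for Dusp2 (ENSMUSG00000027368, chromosome 2, 127336159 to 127338376).

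**Figure D2:**
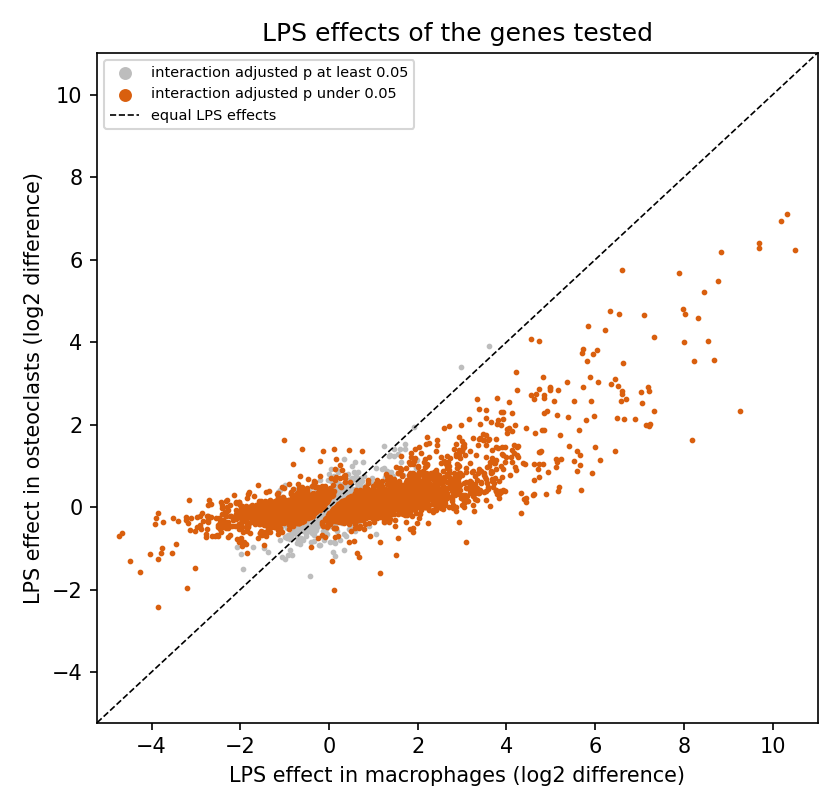
LPS effect in osteoclasts against that in macrophages, both as log2 differences of FPKM + 1, with 1 point per gene tested coloured by whether the interaction was called, and a dashed line of equal effects. Of the 1365 genes raised by at least 1 in macrophages, 231 were raised by at least 1 in osteoclasts.

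Genes of the lists differed in how far their interaction depended on the scale. Tnf had log2 differences of 4.73 in macrophages and 4.03 in osteoclasts and an interaction of -0.71 (SE 0.20, adjusted p 0.00943), which was -0.04 and not called after rescaling to TPM and 0.11 after quantile normalization. Cxcl2 had an interaction of -0.85 (SE 0.20, adjusted p 0.00268), which was 0.68 with a pseudocount of 0.1, 0.52 after rescaling to TPM and 1.11 in voom. Of the 95 list genes with a called interaction, 3 had the opposite direction as a log2 ratio of means, Cxcl2, Ptgs2 and Mx1, all called below 0. Cxcl2 was at 1.09 as a ratio. Ptgs2 was at the floor in untreated osteoclasts, and its interaction was -1.89 (SE 0.25, adjusted p 3.64e-05) on the log2(FPKM + 1) scale and at least 2.30 as a ratio. Mx1 was at -3.35 (SE 0.25, adjusted p 3.02e-07) and 0.46. Cxcl1 was at -1.84 (SE 0.21, adjusted p 1.26e-05) and, as a ratio, -0.06, and was not called in voom. Untreated osteoclast libraries together held 10 reads of Mx1 and 6 of Cxcl1, so the ratios of both are uncertain. Over all genes tested, 64 of the 6413 called interactions had the opposite direction as ratios. Nlrp3 had log2 differences of 2.98 and 3.39 and an interaction of 0.41 (SE 0.17, adjusted p 0.0558), not called here and called under 8 of the alternatives that kept all libraries and without LPS-treated osteoclast replicate 2. The interaction of Cxcl10 was -3.21 (SE 0.31, adjusted p 3.11e-06) and was not called in voom. Without LPS, Nfkbia and Tnfaip3 were higher in osteoclasts, with log2 differences of 1.72 (SE 0.04, adjusted p 3.61e-12) and 1.51 (SE 0.04, adjusted p 6.48e-12). Of the 10 LPS-receptor pathway genes, 3 were called higher and 5 lower in osteoclasts without LPS. The higher ones were Ticam1, Traf6 and Ly96, with log2 differences of 1.29 (SE 0.08, adjusted p 9.33e-09), 1.16 (SE 0.06, adjusted p 3.49e-09) and 0.86 (SE 0.10, adjusted p 6.54e-06). The lower ones were Cd14, Ticam2, Tlr4, Myd88 and Irak4, with log2 differences of -2.67 (SE 0.13, adjusted p 1.11e-09), -1.58 (SE 0.11, adjusted p 3.33e-08), -1.52 (SE 0.09, adjusted p 6.89e-09), -0.50 (SE 0.09, adjusted p 2.22e-04) and -0.18 (SE 0.07, adjusted p 0.0268). Irak4 was not called in 4 of the 12 fits that each left out 1 library, with log2 differences from -0.18 to -0.14 in these 4.

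**Figure D3:**
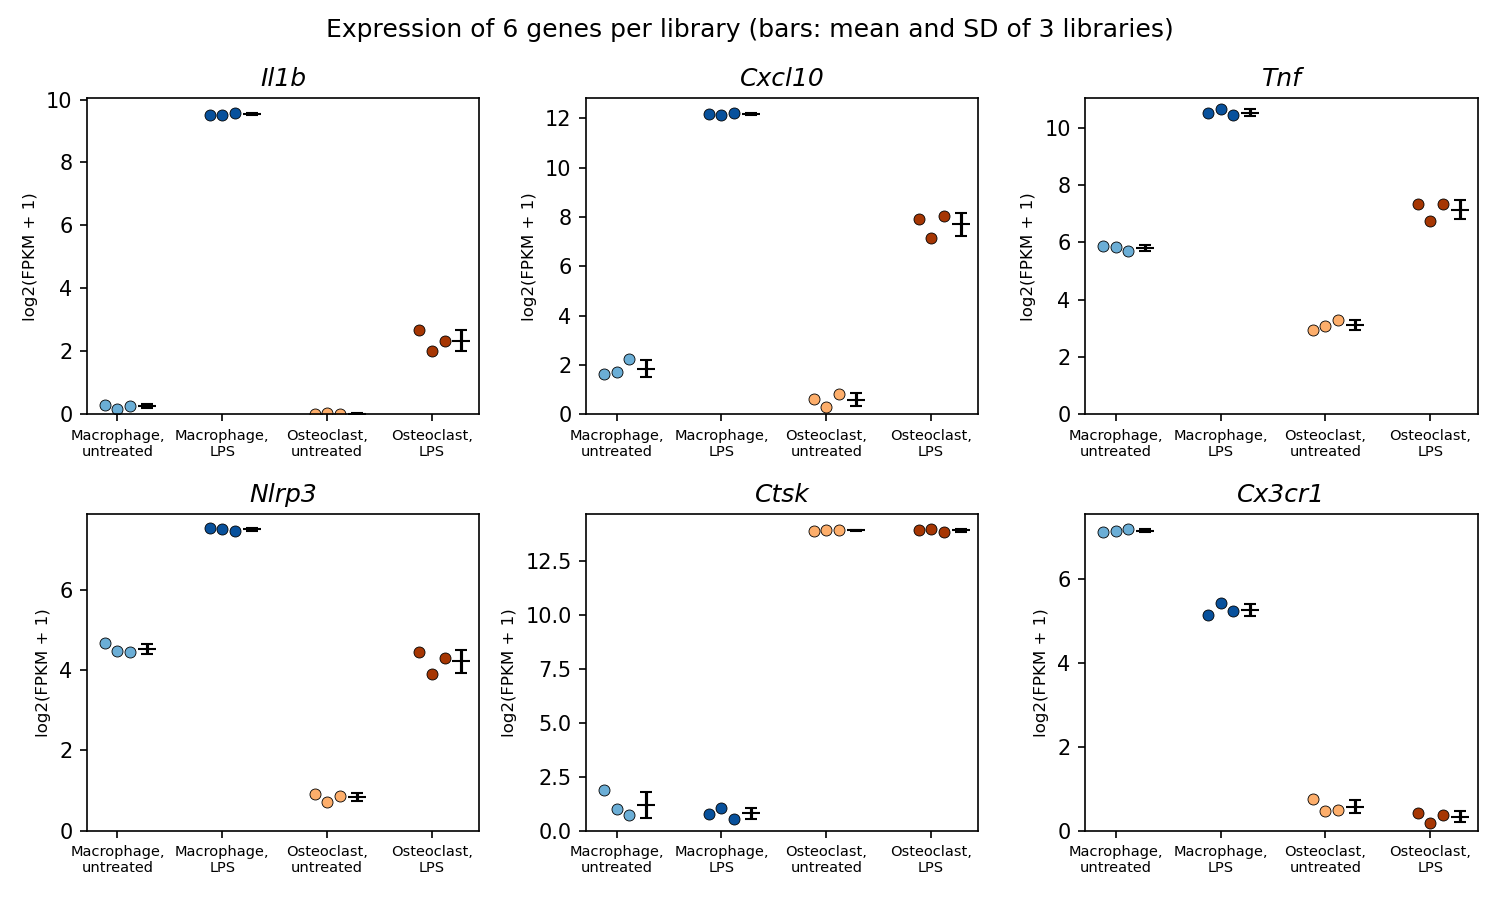
Expression of 6 genes as log2(FPKM + 1), with 1 point per library in each of the 4 groups and bars for the mean and SD of 3 libraries. Il1b reached 738 FPKM in LPS-treated macrophages and 4.14 FPKM in LPS-treated osteoclasts, and Ctsk was at 15541 FPKM in untreated osteoclasts.

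With LPS, limma called 9509 genes between osteoclasts and macrophages, 4638 higher and 4871 lower in osteoclasts. The libraries did not overlap for 83.6% of genes, against 10% by chance. Of 7883 genes called in both cell type contrasts, 6956 had the same direction.

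Of the 50 list tests, camera called 27. All 27 were also called by fry, which called 42. Fry asks whether a list changes at all and does not compare it with other genes. Where most genes were called, its calls therefore add little. None held with an estimated correlation, which called 0 lists, with 9 at an unadjusted p under 0.05. Without LPS, camera called osteoclast genes (median log2 difference 7.10, adjusted p 3.47e-09), V-ATPase subunit genes, which encode a proton pump (2.58, 2.87e-07) and oxidative phosphorylation genes (1.64, 5.63e-19) as higher in osteoclasts. It called macrophage genes (-3.01, 1.60e-06), cell-cycle genes (-2.49, 5.44e-05) and interferon-response genes (-1.22, 0.0132) as lower, the last not after rescaling to TPM or in voom. All 12 osteoclast and all 12 macrophage genes were called over all genes tested and adjusted over the list alone. With genes at the floor set to their bound, the median log2 ratio of osteoclast genes was 9.52. With LPS, the same 3 lists were higher, and inflammatory and inflammasome genes were lower as well, with medians of -4.27 and -2.01.

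LPS raised the inflammatory list by a median of 6.57 in macrophages (adjusted p 9.53e-11) and 3.54 in osteoclasts (1.33e-27). It raised the interferon-response list by 8.18 (3.20e-09) and 4.73 (3.28e-27). All 16 inflammatory and all 14 interferon-response genes were called as higher in both cell types, also adjusted over the list alone. With genes at the floor set to their bound, the median log2 ratios were 8.40 and 6.16 for the inflammatory and 8.77 and 6.72 for the interferon-response list. The inflammasome and pyroptosis list had medians of 1.97 (7.24e-04) and 0.32 (4.36e-04), with 12 and 5 of 12 genes called over all genes and 12 and 6 adjusted over the list alone. Cell-cycle genes were lower in macrophages (-0.49, 0.0334), not after rescaling to TPM or with a pseudocount of 0.1. In osteoclasts camera also called oxidative phosphorylation genes (0.15, 4.42e-07) and glycolysis genes (0.06, 0.0274) as higher. Of the 88 oxidative phosphorylation genes, 10 were called over all genes and 0 adjusted over the list alone, with 45 at an unadjusted p under 0.05. Of the 14 glycolysis entries, 4 were called over all genes and 4 adjusted over the list alone, the glycolysis list call being lost after rescaling to TPM, after quantile normalization, at a mean of 5 FPKM and without untreated replicate 1 or LPS-treated replicate 2. In macrophages camera called neither oxidative phosphorylation genes (0.17, 0.0504) nor glycolysis genes (0.02, 0.746), while fry called both. Of the 88 oxidative phosphorylation genes, 41 were called higher and 6 lower there over all genes. Camera called the interaction of neither list (adjusted p 0.783 and 0.966), so neither response was shown to be specific to osteoclasts. LPS-receptor pathway genes, with medians of 0.36 and 0.09, were called by camera in none of the contrasts and by fry in all 5.

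The median interaction was -3.16 for inflammatory genes (adjusted p 4.31e-09), -3.27 for interferon-response genes (2.27e-07), -1.39 for inflammasome and pyroptosis genes (0.00209) and 0.46 for cell-cycle genes (0.0322). On the ratio scale with genes at the floor set to their bound the medians were -3.03, -1.74, -1.27 and 0.45. The interferon-response call was lost in voom. The cell-cycle call was lost with a pseudocount of 0.1, after rescaling to TPM, in voom and without LPS-treated osteoclast replicate 3.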

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

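The splits of the libraries and the removal of GC and length trends were planned in advance. So were the interaction contrast, rescaling to TPM and leaving out each library in turn. The use of those refits to judge an explanation and the other tests in this part were chosen only after the result was seen.

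The LPS effect differed between the cell types, by a test of the difference itself, for 6413 genes. After rescaling to TPM, 4566 of these were called in the same direction. On the log2(FPKM + 1) scale the interaction was 4.04 for Lyl1, 4.03 for Dusp6, 3.73 for Plk3, 3.62 for 1700017B05Rik, -6.96 for Il1b, -6.56 for Il1a, -5.25 for Il1rn and -5.24 for Dusp2. Lyl1 and Il1b each had an osteoclast group at the floor. As log2 ratios of means their interactions were bounds, at most 3.26 for Lyl1 and -6.40 or nearer 0 for Il1b, so their place among the 8 genes depended on the pseudocount. The list medians were -3.16 for inflammatory, -3.27 for interferon-response, -1.39 for inflammasome and pyroptosis and 0.46 for cell-cycle genes.

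Other splits of the libraries were counted with the real one included. For each of the LPS effect in macrophages, the LPS effect in osteoclasts and the cell types without and with LPS, 1 of 10 splits of the 6 libraries gave as many genes, and 10 splits cannot give a share under 0.1. For the interaction, 6 of 100 splits drawn within the cell types gave at least 6413 genes, a share that is not under 0.05, and the highest count was 6763. All 6 kept the macrophage groups as labelled, as 12 of the drawn splits did, and 1 of the 6 was the real split. The 88 splits that mixed the macrophage groups gave at most 2 genes. The count of interaction genes thus rests on the large macrophage effect, and by this test it does not tell the labelled osteoclast groups from mixed ones. As many lists were called in 5 of 10 splits for LPS in macrophages, 6 of 10 for LPS in osteoclasts, 3 of 10 for the cell types without LPS, 4 of 10 with LPS and 36 of 100 for the interaction, each adjusted over the 10 lists of a contrast. Each other split of 6 libraries sets 2 libraries of a real group against 1, and so keeps 1/3 of the real difference. A list test that ranks genes against each other can still call it, so these counts of lists are no level without a difference and say nothing for or against the list calls. Splits for the interaction keep part of the real differences as well.

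For the smaller response in osteoclast cultures as a whole, the tables argue against several technical causes. The slope of the osteoclast on the macrophage effect was 0.264 after rescaling to TPM, so the authors' scaling is not the whole cause. In voom on the recovered reads, 84.1% of genes raised in macrophages had a called lower interaction, which argues against the pseudocount as the whole cause. LPS-treated osteoclast libraries held 1.04 times the reads of LPS-treated macrophage libraries, which argues against depth. Removing each library's trend on GC content and gene length changed the macrophage log2 differences by a median of 0.13 in size and left a slope of 0.279. Without LPS-treated osteoclast replicate 2 the slope was 0.298.

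A response carried only by macrophages left in the osteoclast cultures would give 1 common share of the macrophage increment. Over 425 genes that rose by at least 20 FPKM and 4-fold in macrophages, the share had a median of 5.77% and 10th and 90th percentiles of 1.72% and 15.6%. Of these genes, 58.4% lay over 2 standard errors from the median share, where chance gives 18.4%. A first version of this test compared the shares with what was left in osteoclasts of Fcrls, Cx3cr1, Mrc1 and Hpgd, from 0.0234% to 0.877%, and 94.8% of the genes exceeded that. It was replaced because these transcripts had been named as the lowest. They do not give the general level of macrophage-type transcripts left. Over the 12 macrophage genes of the lists, the median log2 ratio of untreated osteoclasts to macrophages was -3.70, against -6.83 for Mrc1. Leftover macrophages may still carry part of the response. A difference in how the cell types respond to LPS, and macrophages altered by RANKL, remain open and were not tested.

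The lower interactions of Cxcl2, Ptgs2 and Mx1 reversed in voom on the recovered reads, to 1.11, 2.62 and 0.40, where none of the 3 was called. Their direction may come from the pseudocount acting on low levels in untreated osteoclasts. Of the 95 list genes with a called interaction, these 3 had the opposite direction as a ratio of means.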

How the results depend on the processing

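The voom fits and the list directions by medians were chosen only after the result was seen. Where no cause is given, the cause was not tested.

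The numbers of called genes in the 5 contrasts stayed within 1.5 times under the alternatives, except at a mean of at least 5 FPKM. There, with 6430 genes tested, 4851 genes were called for LPS in macrophages, 5427 and 5694 for the cell types without and with LPS and 4018 for the interaction, and fewer genes tested is part of that setting. Leaving out 1 library gave from 1432 to 2031 genes for LPS in osteoclasts. The Pearson r of the LPS effects was 0.716 with a pseudocount of 0.1, 0.782 at a mean of 5 FPKM, 0.755 in protein-coding genes, 0.727 after rescaling to TPM, 0.730 after quantile normalization and 0.719 in voom. The slope was 0.321 with a pseudocount of 0.1, 0.316 at a mean of 5 FPKM, 0.286 in protein-coding genes, 0.264 after rescaling to TPM, 0.285 with library weights and 0.363 in voom. Without 1 library, r ranged from 0.722 to 0.746 and the slope from 0.264 to 0.298.

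Counts by direction moved with scaling and filter, and so did the direction of single genes. For LPS in macrophages, 6988 of the 7921 calls were also called after rescaling to TPM, 5545 of them in the same direction. For the interaction, 5138 of the 6413 calls were also called then, 4566 in the same direction. Quantile normalization gave 7045 shared calls, 6345 in the same direction, and for the interaction 5369, with 5096 in the same direction. After rescaling to TPM, LPS in macrophages gave 1797 higher and 7933 lower genes and 3825 changed by at least 1, the interaction 7175 higher, 1572 lower and 3055 changed by at least 1, the untreated cell types 2760 higher, and LPS in osteoclasts 1221 lower. LPS in osteoclasts gave 1514 lower genes after quantile normalization, 463 with only the groups compared and 455 without untreated osteoclast replicate 3. With a pseudocount of 0.1 and in voom, 498 and 549 genes changed by at least 1 there. At a mean of 5 FPKM, lower genes were 1735 for LPS in macrophages, 453 for LPS in osteoclasts, 2448 and 2962 for the cell types without and with LPS. Higher genes there were 2732 for the cell types with LPS and 1473 for the interaction. Genes changed by at least 1 there were 1284 for LPS in macrophages, 2012 and 2615 for the cell types and 1106 for the interaction.

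Deviations of same-numbered libraries had a median correlation of 0.01, and 1 of 18 pairs exceeded 0.1, which gives no clear sign of pairing. Within a cell type, same-numbered pairs had 0.104, 0.097 and -0.053 in macrophages and 0.072, 0.083 and 0.029 in osteoclasts. Pairs with other numbers ranged from -0.137 to 0.110 over all groups. A weak pairing within a cell type is therefore not excluded. With the replicate number as a block, 7914 and 1930 genes were called for LPS in macrophages and osteoclasts, 8787 and 9512 for the cell types without and with LPS and 6422 for the interaction. Among lists and named genes, the block added calls for the interaction of Nlrp3 and for oxidative phosphorylation genes with LPS in macrophages.

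The interaction reversed for 4 named genes, Tnf (0.11 after quantile normalization), Ptgs2 (0.57 with a pseudocount of 0.1, 2.62 in voom), Mx1 (0.40 in voom) and Cxcl2 (0.68 with a pseudocount of 0.1, 0.52 after rescaling to TPM, 1.11 in voom). The direction of 13 of the 50 list tests reversed, and camera had called none of these 13. With LPS in macrophages it became -0.0441 for osteoclast and -0.144 for V-ATPase genes at a mean of 5 FPKM, -0.295 for macrophage, -0.218 for glycolysis and -0.317 for V-ATPase genes after quantile normalization, and -0.0271 for V-ATPase genes after rescaling to TPM. Oxidative phosphorylation genes became 0.0045 with a pseudocount of 0.1, 0.08 with no filter, 0.0051 with library weights and 0.148 by medians, and ranged from -0.0222 to 0.0358 without 1 library, reversing without untreated macrophage replicate 2 or LPS-treated macrophage replicate 1.

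With LPS in osteoclasts, osteoclast genes became -0.0263 at a mean of 5 FPKM, -0.0183 in voom and -0.005 by medians. Macrophage genes became 0.0011 with no filter, 0.0112 with library weights and 0.0372 by medians, and ranged from -0.105 to 0.0839 without 1 library, reversing without LPS-treated osteoclast replicate 2. Cell-cycle genes became 0.0426 by medians and ranged from -0.123 to 0.0726 without 1 library, reversing without untreated osteoclast replicate 1 or LPS-treated osteoclast replicate 2. V-ATPase genes became 0.0179 by medians. For the interaction, osteoclast genes became 0.0178 at a mean of 5 FPKM and 0.0936 by medians, macrophage genes 0.238 after quantile normalization, and V-ATPase genes 0.027 at a mean of 5 FPKM and 0.212 after quantile normalization. Glycolysis genes became 0.0073 with a pseudocount of 0.1, 0.0177 after rescaling to TPM, 0.297 after quantile normalization, 0.0117 in voom and 0.0126 by medians.

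The 27 camera calls were lost with an estimated correlation, and fry added 15. Over all alternatives, list results became weaker in 41 comparisons and stronger in 33, and named genes in 16 and 15. Depth limits Snord98, which had 7 reads over the untreated osteoclast libraries.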

Other observations

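The tests in this part were chosen only after the result was seen.

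Acp5, an osteoclast gene, rose from 0.950 to 14.6 FPKM with LPS in macrophages. Osteoclast RNA would need a share of 0.227% to give this, and would raise Ctsk by 35.2 FPKM, while Ctsk changed by -0.677 FPKM. Over 5 of the 12 osteoclast genes the median observed increment was 3.78% of the implied one, which for these 5 argues against osteoclast RNA. Outside these 5, Tcirg1 and Car2 also rose, by 86.8 and 0.637 FPKM, and were not compared with an implied increment. Itgb3, Dcstamp and Nfatc1 changed by -0.298, -0.139 and -2.38 FPKM, and Oscar stayed at the floor. Reads of the antisense gene that shares its exons were not tested, and no biological explanation was tested.

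LPS-treated macrophages had 1.55 times the assigned reads per FPKM denominator of untreated ones, and 1.08 times without the 1365 genes raised by at least 1. Those genes took 9.03% of reads in untreated and 36.6% in LPS-treated macrophages. Leaving out genes chosen as raised can only lower the ratio, so whether the reads they took explain the difference cannot be told apart from other causes.

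In LPS-treated osteoclast replicate 2, the 242 genes raised by at least 1 in osteoclasts had a median of 65.1% of the level in the other replicates. The 268 genes higher in macrophages and not changed by LPS in osteoclasts had a median of 73.1%, and 5232 other genes 101%. Fewer macrophage-type transcripts could go with the weaker response, but this cannot be told apart from other differences of a single library.

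Of the LPS-receptor pathway genes, Ticam1, Traf6 and Ly96 were higher in untreated osteoclasts, and Cd14, Ticam2, Tlr4, Myd88 and Irak4 were lower. The values of Ticam2 are uncertain because it shares exon sequence with Tmed7 on the same strand. The lower Cd14 and Ticam2 might limit interferon-response genes more than inflammatory genes. The osteoclast increment had a median of 5.00% of the macrophage one over 14 interferon-response genes and 4.88% over 16 inflammatory genes, a difference of 0.119 percentage points (two-sided permutation p 0.913, across genes, which are not independent). The idea cannot be told apart from its absence, since the lower transcripts were not confined to Cd14 and Ticam2 and the shares ranged from 1.30% to 8.54% and from 0.560% to 23.4%.

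Among the 425 genes that rose by at least 20 FPKM and 4-fold in macrophages, the share of the macrophage increment was highest for Ccl22, at 99.3%, a gene chosen after its values were seen. Genes with smaller increments were not ranked.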
